A study of Owenia fusiformis with 11 samples. Its data were reported in "Annelid functional genomics reveal the origins of bilaterian life cycles" (2023).

How the data were processed

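RNA-seq and ATAC-seq, an assay in which the Tn5 transposase cuts and tags accessible chromatin, were analysed for the annelid Owenia fusiformis. The 11 samples comprised 3 RNA-seq libraries, of which 2 came from competent larvae and 1 from juveniles, and 8 ATAC-seq libraries with 2 replicates at each of 4 stages. The ATAC-seq stages were the gastrula at 9 h post-fertilization, axial elongation at 13 h, the mature (mitraria) larva at 27 h and the competent larva at 3 weeks. Samples were grouped by the stage in their labels, and the replicate numbers were those of the labels.

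For expression, the deposited values were a signal per transcript, which the authors obtained by pseudoaligning quality-trimmed reads with kallisto and normalizing the estimated reads between libraries with DESeq2. Low values did not fall on a common step within a library, so the reads of each RNA-seq library were not recovered from the values, and no count model was run on expression. The table held 31897 transcripts of 26960 genes, taking the identifier before its numeric suffix as the gene. None of the identifiers matched the reference gene table of assembly GCA_903813345.2 (0 matches to its 27038 genes), so transcripts are given by the identifiers of the deposited table. Another 24 expression columns and 2 accessibility columns, which belong to other samples, were not used.

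For accessibility, the deposited values were a signal per consensus peak, made by the authors from reads that were trimmed, mapped with NextGenMap, cleared of duplicates and shifted for the Tn5 offset. They called peaks per library with MACS2, kept peaks that replicated by the irreproducible discovery rate, removed those in repeats, and merged the rest with DiffBind, after which reads were normalized with DESeq2. The genome build was not given in the sources used here; coordinates are 1-based positions on the scaffolds of the deposited table. The lowest values of each library were whole multiples of 1 step, the value of 1 read (between 97.2% and 100% of them, with a tolerance of 0.1 read). Over all values above 0, between 10.9% and 45.2% came out whole, where 20% would by chance, so the reads of most peaks were recovered only approximately. Between 50 and 100 reads, refitting the step within a library moved it by -1.13% to 0.41% and made 41.1% to 91.8% of the values whole. Evenly spread values reached at most 22.4%. Between 200 and 1000 reads, refitting moved the step by -1.71% to 1.42% and made 21.4% to 60.3% whole, against at most 21.4% for evenly spread values. The step was thus not common to all levels. Per the study's methods, the elongation and mature larva libraries and 1 gastrula replicate were sequenced on another platform than the competent larva libraries and the other gastrula replicate. The recovered reads numbered 7957246 to 44690916 per library in consensus peaks.

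The deposited peak lists gave, for each library, the fold enrichment (a ratio to the local background) and the −log10 p-value and q-value that the authors obtained from MACS2. Peaks were called on single libraries, so replicates were compared directly. The lists linked to the gastrula samples carried the name of elongation, and those linked to the elongation samples the name of the gastrula. In the main results each list was assigned to the stage of the sample to which it was linked, and the exchanged assignment was an alternative. Peaks were compared with bedtools 2.31.1 with an overlap of at least 1 bp. Peaks of both replicates that overlapped each other were merged into the reproducible regions of a stage, and the regions of the 4 stages were merged into a union. Overlap between sets was the Jaccard index, the number of shared bases divided by the number of bases in either set.

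Differences between consecutive stages were tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with empirical Bayes moderation and a mean trend. One model was fitted to all 8 ATAC-seq libraries and all consensus peaks, which were called at a Benjamini-Hochberg adjusted p under 0.05 and any size of change. Fold changes are on the log2(value + 1) scale and understate the change of low peaks and transcripts. For RNA-seq, transcripts with a normalized value above 2 in at least 1 library were tested at an adjusted p under 0.05 and an absolute log2 fold change above 1, with the juvenile library assumed to vary like the competent larva libraries. A difference of more than 2-fold against both competent larva libraries was counted as well, with no test. The unit was assumed to be normalized values or counts when the tests were fixed, and the test for normalized values was used. Whether replicates of a stage were more alike than other pairs was tested by exact enumeration of the 105 ways to pair 8 libraries.

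The peaks named are the 2 with the largest opening and the 2 with the largest closing per comparison, among called peaks whose replicates did not overlap between the stages and whose mean over the 8 libraries was above that of the median peak. For the lists, the stage-specific region with the highest mean fold enrichment is named. The same rule for transcripts named none, since none passed the threshold.

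The tests were tested on simulated data. For peaks, counts were drawn with 1 step per library and a spread that edgeR estimated from these data. This is a count model of the kind that edgeR and DESeq2 fit. Changed peaks were drawn from those above the median mean. The deposited values had no step common to all levels, so the recovery of the tools may differ on them. In a simulation of the comparison of mature with competent larva over 63732 peaks, with 200 peaks changed, limma recovered 3% of 2-fold and 37% of 4-fold changes. Leaving out the peaks listed at 0 in all libraries raised this to 7% and 68% of the same changes over 61869 peaks. In the same simulation edgeR 4.0.16 recovered 73% and 100%, and DESeq2 1.42.0 recovered 75% and 99%. In the simulated gastrula and elongation comparison, where no peak was changed, limma on all peaks called 10, limma without the peaks at 0 called 0, edgeR 2 and DESeq2 0. In that of elongation and mature larva, also without changes, these were 15, 0, 2 and 0. In the mature and competent larva comparison unchanged peaks were called 14 times by limma on all peaks, 8 times without the peaks at 0, 20 times by edgeR and 21 times by DESeq2. In a simulation of the competent larva and juvenile comparison, 200 of 30282 transcripts were changed. Of these, limma recovered 0% of 4-fold and 0% of 16-fold changes. There the difference between the 2 competent larva libraries was taken as the true spread, shuffled among transcripts of similar level. Such spreads vary more between transcripts than true ones, so the recovery may be understated.

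Alternatives comprised other pseudocounts, filters and scalings, a fit to the compared stages only, a term for the replicate number, leaving out each replicate in turn, edgeR (quasi-likelihood, with the authors' scaling) and DESeq2 (median-of-ratios size factors) on the recovered reads, a stricter q-value, a stricter overlap and lists of equal length. These choices and the tests were fixed before the data were examined. Added after seeing the data were leaving out peaks at 0 in all 8 libraries, summing transcripts per gene and exchanging the peak lists of gastrula and elongation. Leaving out a replicate was also added later for the number of peaks per library, but not for the other results. A relation of accessibility to the expression of nearby genes was not analysed here, because no gene annotation in the coordinates of the peaks was used.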

Results

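Chromatin accessibility was profiled by ATAC-seq at 4 stages of Owenia fusiformis, an annelid with a planktonic, feeding mitraria larva, and expression was profiled by RNA-seq before and after metamorphosis. ATAC-seq covered the gastrula (9 h post-fertilization), axial elongation (13 h), the mature larva (27 h) and the competent larva (3 weeks), with 2 libraries each. RNA-seq covered the competent larva, with 2 libraries, and the juvenile, with 1. The accessibility table held 63732 consensus peaks with a median width of 607 bp that covered 48.4 Mb. Approximate reads in these peaks were 12564928 and 9792969 in gastrula replicates 1 and 2, and 19176750 and 44690916 in those of elongation. They were 12307317 and 15152901 in the mature larva, and 7957246 and 26227813 in the competent larva. Reads in peaks thus differed 5.62-fold between the highest and the lowest library. They depend on sequencing depth and on the share of reads that fall in peaks. The median peak held 70 reads in competent larva replicate 1 and 435 in elongation replicate 2. Of the consensus peaks, 1863 (2.92%) were listed at 0 in all 8 libraries.

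To determine how far replicates and stages differed, accessibility was correlated between libraries across consensus peaks, which are not independent replicates. Pearson's r between replicates was 0.968 in the gastrula, 0.979 at elongation, 0.987 in the mature larva and 0.980 in the competent larva. Their mean, 0.9784, was the highest among all 105 pairings of the libraries (exact permutation test, one-sided, p = 0.00952, the smallest that this design allows). The next highest pairing reached a mean r of 0.9776. Gastrula replicate 1 correlated more with elongation replicate 1 (r = 0.977) than with the other gastrula replicate. Between gastrula and mature larva libraries r ranged from 0.943 to 0.949, and between gastrula and competent larva libraries from 0.916 to 0.929.

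**Figure D1:**
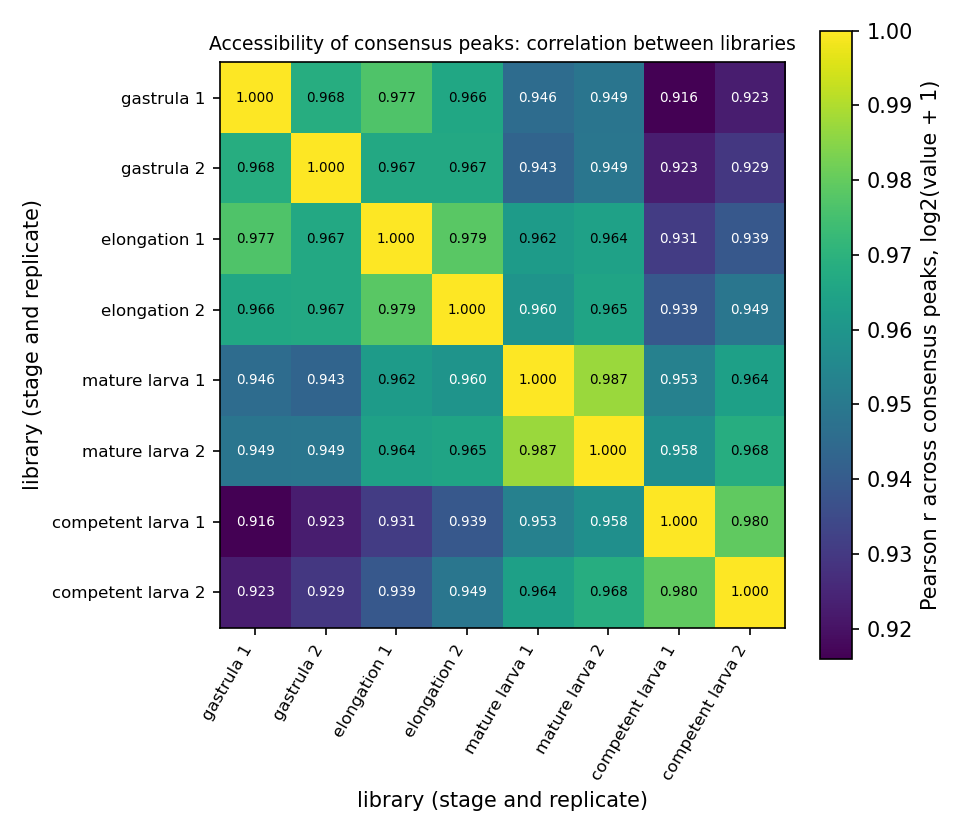
Pearson's r across 63732 consensus peaks on the log2(value + 1) scale, for each pair of the 8 ATAC-seq libraries, with stage and replicate on both axes. Replicates reached 0.968 to 0.987, and the lowest value, 0.916, lay between a gastrula and a competent larva library.

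The study profiled open chromatin to examine how gene regulation differs between annelid larvae that form the trunk at different times, and consecutive stages are compared here. Between gastrula and elongation, limma called 38 of 63732 consensus peaks changed at an adjusted p under 0.05, of which 34 opened and 4 closed, and 11767 peaks had an unadjusted p under 0.05. Of the 34 opening peaks, 20 were listed at 0 in both gastrula libraries, and 15 of the 38 held at most 3 reads in each of the 4 libraries compared. A simulation without change between these stages drew counts from a model of the kind that edgeR and DESeq2 fit. In it limma called 10 peaks, against 0 in limma without the peaks at 0 in all libraries, 2 in edgeR and 0 in DESeq2. The alternative that moved this count most was edgeR on the recovered reads, which called 2995 peaks, with 1358 opening and 1637 closing, so that the share of opening peaks was 45.3% instead of 89.5%. DESeq2 on the same reads called 2987, of which 87.4% opened. Leaving out the peaks at 0 in all libraries gave 1058 calls in limma, of which 70.7% opened, and 16 of these were among the 38. Across all peaks the median log2 change from gastrula to elongation was -0.13, and after quantile normalization it was -0.0018. Without gastrula replicate 1 limma called 115 peaks, without gastrula replicate 2 41, without elongation replicate 1 734 and without elongation replicate 2 114. Without gastrula replicate 1, 29.6% of the calls were opening and 21 of the 38 peaks were among them, and without gastrula replicate 2 these were 26.8% and 6 peaks. Without elongation replicates 1 and 2, 91.4% and 93.9% were opening.

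The peaks with the largest opening were OFUS_peak_9005 and OFUS_peak_52649. OFUS_peak_9005, on scaffold 3 from 3280020 to 3281540, rose from 199 ± 20.4 to 564 ± 10.1 normalized reads (SD, n = 2), a log2 fold change of 1.502 (SE 0.11, limma adjusted p = 0.0432). OFUS_peak_52649, on scaffold 19 from 4142460 to 4143401, rose from 101 ± 6.59 to 266 ± 1.64, a log2 fold change of 1.38 (SE 0.096, limma adjusted p = 0.0392). Among peaks that closed, OFUS_peak_59926, on scaffold 27 from 386669 to 388237, fell from 906 ± 27.8 to 312 ± 11.4, a log2 fold change of -1.53 (SE 0.080, limma adjusted p = 0.0132). OFUS_peak_19785, on scaffold 5 from 22939780 to 22941143, fell from 1564 ± 118 to 726 ± 24.0, a log2 fold change of -1.11 (SE 0.082, limma adjusted p = 0.0461). No gene annotation in these coordinates was used, so the peaks in this comparison and the next ones are given by position.

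Between elongation and the mature larva, limma called 1733 peaks, of which 1102 opened and 631 closed, with a median absolute log2 fold change of 0.99. edgeR called 9293 peaks. Leaving out either elongation replicate or either mature larva replicate lowered the count in limma, to 894 without elongation replicate 1, 214 without elongation replicate 2, 65 without mature larva replicate 1 and 51 without mature larva replicate 2. With all libraries 63.6% of the calls were opening. This share was 22.4% without elongation replicate 1, 41.1% without elongation replicate 2, 76.9% without mature larva replicate 1 and 78.4% without mature larva replicate 2. The largest opening was at OFUS_peak_14030, on scaffold 4 from 10217986 to 10218944, which rose from 75.2 ± 5.15 to 391 ± 58.2 normalized reads (SD, n = 2), a log2 fold change of 2.36 (SE 0.19, limma adjusted p = 0.0247). OFUS_peak_22047, on scaffold 6 from 12416987 to 12417961, rose from 123 ± 21.8 to 567 ± 83.3, a log2 fold change of 2.19 (SE 0.26, limma adjusted p = 0.0344). The largest closing was at OFUS_peak_39645, on scaffold 12 from 11073666 to 11075247, which fell from 340.2 ± 144 to 28.3 ± 2.21, a log2 fold change of -3.47 (SE 0.32, limma adjusted p = 0.0276). OFUS_peak_20131, on scaffold 5 from 25240676 to 25241320, fell from 749 ± 145 to 88.4 ± 6.99, a log2 fold change of -3.06 (SE 0.30, limma adjusted p = 0.0283).

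Between the mature and the competent larva, limma called 4945 peaks (7.76% of all), of which 2679 opened and 2266 closed, with a median absolute log2 fold change of 0.97. edgeR called 10763 peaks with 51.4% opening, and DESeq2, which rescales the libraries, called 9003 with 67.8% opening, against 54.2% in limma. Without mature larva replicate 1 limma called 72 peaks, without mature larva replicate 2 68, without competent larva replicate 1 114 and without competent larva replicate 2 88. In these fits 23.6%, 32.4%, 85.1% and 70.5% of the calls were opening, respectively. The libraries of these stages came from different sequencing platforms, so that platform and stage cannot be told apart by a within-platform comparison. OFUS_peak_53613, on scaffold 20 from 3101384 to 3103157, rose from 245 ± 10.1 to 2584 ± 74.96 normalized reads (SD, n = 2), a log2 fold change of 3.395 (SE 0.16, limma adjusted p = 0.00802). OFUS_peak_31976, on scaffold 9 from 7441445 to 7442895, rose from 442 ± 75.4 to 3720 ± 534, a log2 fold change of 3.07 (SE 0.24, limma adjusted p = 0.0119). OFUS_peak_20255, on scaffold 5 from 26035672 to 26035850, fell from 238 ± 67.5 to 7.99 ± 1.13, a log2 fold change of -4.71 (SE 0.93, limma adjusted p = 0.0461). OFUS_peak_3254, on scaffold 1 from 26948070 to 26948238, fell from 638 ± 254 to 46.8 ± 8.47, a log2 fold change of -3.69 (SE 0.48, limma adjusted p = 0.0219). Whether the 3 comparisons differed in their number of calls was not tested.

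**Figure D2:**
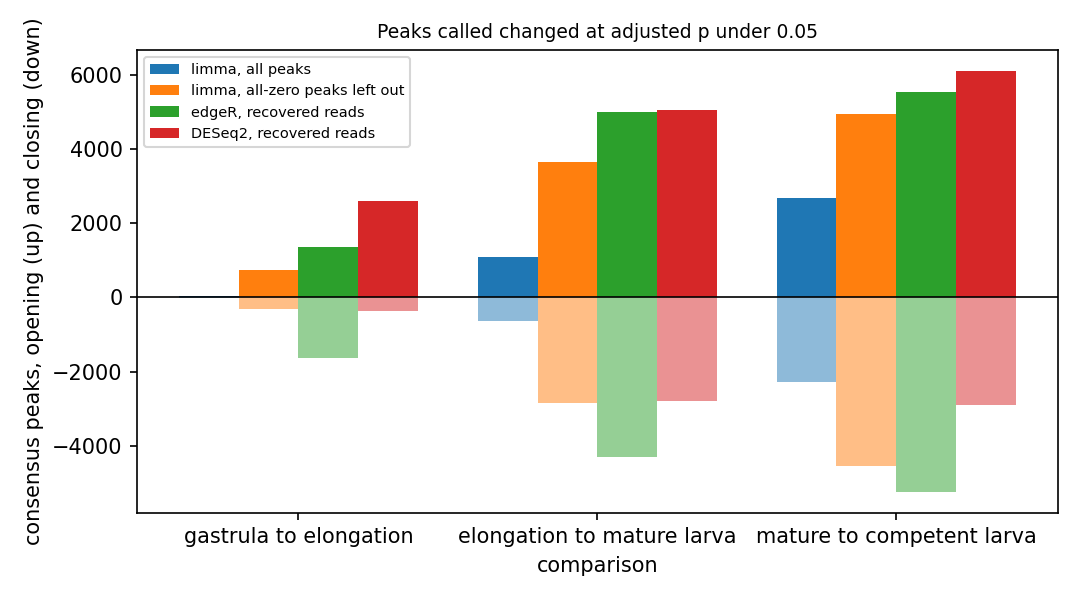
Number of consensus peaks called opening (bars above 0) and closing (paler bars below 0) at an adjusted p under 0.05 in the 3 comparisons of consecutive stages, by limma on all peaks, limma without the peaks at 0 in all libraries, and edgeR and DESeq2 on recovered reads. From gastrula to elongation limma on all peaks called 38 peaks and edgeR 2995, and from mature to competent larva they called 4945 and 10763.

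To determine at which of the 4 stages each region was most accessible, consensus peaks were assigned to the stage with the highest mean. The study also profiled the earlier blastula, not used here, so regions most accessible there were assigned to 1 of these 4 stages. This can raise the gastrula share. Of 61869 peaks with 1 highest stage, 46.8% ± 6.63 were highest in the gastrula (the SD between shares from replicate 1 and replicate 2 alone), 15.0% ± 1.71 at elongation, 16.5% ± 0.377 in the mature larva and 21.7% ± 5.31 in the competent larva. Quantile normalization moved the gastrula share most, to 34.7%, which was still the highest of the 4. The gastrula share was 38.4% without replicate 2 of each stage and 47.8% without replicate 1. Among 21231 peaks that differed at least 2-fold between their highest and lowest stage, 43.8% were highest in the gastrula and 30.7% in the competent larva.

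Peak lists called on single libraries were compared next. The lists linked to the gastrula samples held 117484 and 133993 peaks, and those linked to elongation 93506 and 64631. The mature larva lists held 58202 and 68769 peaks, and the competent larva lists 39906 and 73151. Thus the stage means were 125739 ± 11674, 79069 ± 20418, 63486 ± 7472 and 56529 ± 23508 peaks (SD, n = 2), and 2 libraries against 2 cannot reach an exact p below 0.05. At a −log10 q of at least 5 the mean of the gastrula-linked lists was 95986. The lists linked to gastrula and elongation carried each other's stage names, and did not track the accessibility values of their own stage best. Across consensus peaks, the fold enrichment in the list linked to gastrula replicate 1 had a Spearman's rho of 0.413 with the values of elongation replicate 1 and 0.366 with those of gastrula replicate 1, and the list linked to gastrula replicate 2 had 0.447 with elongation replicate 2 and 0.377 with its own sample. The lists linked to elongation replicates 1 and 2 had their highest rho, 0.299 and 0.186, with gastrula replicates 1 and 2, against 0.270 and 0.161 with their own samples. In the mature and competent larva each list tracked its own sample best, with rho from 0.359 to 0.483. With the lists of gastrula and elongation exchanged, the means of 125739 and 79069 peaks belong to elongation and gastrula, respectively.

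**Figure D3:**
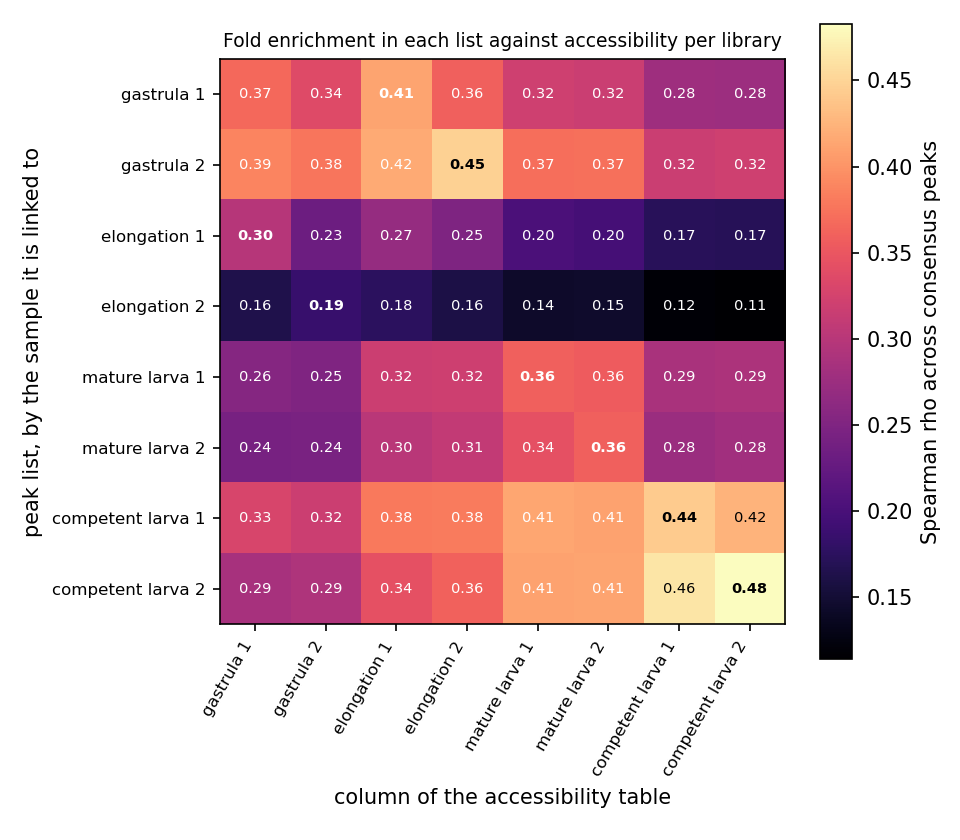
Spearman's rho across consensus peaks between the fold enrichment in each of the 8 peak lists (rows, by the sample to which a list is linked) and the accessibility values of each library (columns), with the highest rho of each row in bold. The 4 lists linked to gastrula and elongation have their highest rho with the same-numbered library of the other stage, and the 4 larval lists with their own.

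On average 73.1% ± 12.0 of the peaks in a gastrula-linked list overlapped a peak in the other replicate (SD between the 2 directions), against 57.7% ± 12.9 for elongation, 69.5% ± 9.91 for the mature larva and 63.8% ± 28.9 for the competent larva. The ranges between the 2 directions overlapped for every pair of stages. In each stage the longer list had the lower share, so these ranges and SDs reflect list length and do not measure variation between replicates. An overlap of at least 50% of both peaks lowered the gastrula-linked share to 47.8%. Between single libraries, the Jaccard index of replicates ranged from 0.334 to 0.522 with a mean of 0.428, against 0.186 to 0.471 with a mean of 0.292 for the 24 pairs of different stages. The mean over replicates was the highest among the 105 pairings (exact permutation test, one-sided, p = 0.00952). Between reproducible regions the Jaccard index was 0.369 for gastrula-linked and elongation-linked lists, 0.317 for elongation-linked and mature larva lists, and 0.3895 for mature and competent larva lists. With the lists of gastrula and elongation exchanged the second of these was 0.365. Gastrula-linked and competent larva lists had 0.247.

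The union of reproducible regions comprised 96198 regions, of which 15.2% were found at all 4 stages and 45.9% at 1 stage only. Regions found at 1 stage made up 33.9% of the union for gastrula-linked lists, 2.46% for elongation-linked lists, 4.93% for the mature larva and 4.66% for the competent larva. With the lists exchanged, the first 2 shares belong to elongation and gastrula, respectively. In lists shortened to the 39906 peaks with the lowest p-value, the gastrula-linked share was 8.98%, lower than in the mature larva (12.1%) and the competent larva (13.2%), so the order of the stages changed with the length of the lists. The elongation-linked share was 6.59%, the lowest of the 4 as in the full lists, and belongs to the gastrula with the lists exchanged. The region with the highest fold enrichment found only in gastrula-linked lists lay on scaffold 12 from 3829832 to 3830017, with a fold enrichment of 9.91 ± 5.71 in the authors' lists (SD, n = 2). For elongation-linked lists it lay on scaffold 23 from 6146116 to 6146380 (8.97 ± 1.62), for the mature larva on scaffold 17 from 7234107 to 7234385 (16.6 ± 0.843), and for the competent larva on scaffold 28 from 5179079 to 5179190 (12.7 ± 4.02).

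Expression was compared between the competent larva and the juvenile, the stages on either side of metamorphosis. Normalized values summed to 39675427 and 36714310 in the competent larva libraries and 44094070 in the juvenile library, and 30282 of 31897 transcripts exceeded a value of 2 in at least 1 library. Across these transcripts, which are not independent replicates, Pearson's r was 0.939 between the competent larva libraries, 0.863 between competent larva replicate 1 and the juvenile, and 0.823 between replicate 2 and the juvenile. limma called 0 transcripts changed, with a lowest adjusted p of 0.0965, although 5393 had an unadjusted p under 0.05. The juvenile had no replicate, so the absence of calls does not show that expression was unchanged. The simulation recovered no change, but it took each spread from 2 libraries as exact, so it cannot show the power of the test here. No other tool was run on expression. Quantile normalization moved the count most among the tested settings, to 1176 transcripts, of which 442 were higher and 734 lower in the juvenile.

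Without a test, 5177 transcripts were more than 2-fold higher in the juvenile than in both competent larva libraries and 3275 were more than 2-fold lower, so that 61.3% of these were higher. The competent larva libraries themselves differed more than 2-fold in 7788 transcripts (25.7%), against 10616 between replicate 1 and the juvenile and 13695 between replicate 2 and the juvenile. The median log2 difference between juvenile and competent larva was 0.15, and after quantile normalization 49.5% of the transcripts past 2-fold were higher in the juvenile. Without competent larva replicate 1, 8404 transcripts were higher and 5291 lower, and without replicate 2 these were 6337 and 4279. The largest differences were sought among transcripts above 0 in all 3 libraries and chosen after their values were seen. Transcripts at 0 in any library could thus not be named. OFUSG19176.1 rose from 248 and 5.56 in competent larva replicates 1 and 2 to 142350 in the juvenile. OFUSG19177.1 rose from 87.5 and 4.89 to 53451. OFUSG00001.5 fell from 1818 and 996 to 2.01, and OFUSG18218.2 from 2747 and 928 to 3.00. Neither of the falls passed the threshold (limma adjusted p = 0.0965 for both), and the rises had limma adjusted p-values of 0.159 and 0.127.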

Values the study reported

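The study reported a consensus set of 63,732 peaks for Owenia fusiformis, of which 63,726 were assigned to genes. Its annotation held 26,966 protein-coding genes with 31,903 transcripts. It placed the greatest accessibility changes of this species at the mitraria larva.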

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

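Leaving out the peaks listed at 0, summing transcripts per gene and exchanging the peak lists were chosen after seeing the data. So was leaving out a replicate for the number of peaks per library. The causes of the changes given here were not tested, except for the peaks at 0 and where fewer features, fewer samples or a re-labelling produced them by construction.

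The number of consensus peaks called between gastrula and elongation, 38 in limma, was 82 with a pseudocount of 0.1, 2 with a pseudocount of 10, 1734 among the peaks above the 25th percentile of the mean, 477 after quantile normalization and 14 with the compared stages alone. Of the 38, 37, 2, 15 and 18 were among the first 4 of these, and none (0) among the 14, which all opened. Leaving out the peaks at 0 in all 8 libraries gave 1058 calls, edgeR on recovered reads 2995 and DESeq2 2987. Leaving out 1 replicate gave between 41 and 734 calls, with the lone library of that stage assumed to vary like the others.

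Between elongation and the mature larva, where limma called 1733, the pseudocounts and quantile normalization stayed within 1.5 times this count. It was 6790 above the 25th percentile of the mean, 6497 without the peaks at 0, 21 with the compared stages alone (all closing, 8 of them among the 1733), 852 with an absolute log2 fold change above 1, 9293 in edgeR and 7847 in DESeq2. Leaving out 1 replicate gave between 51 and 894. Between the mature and the competent larva, where limma called 4945, the counts were 10046 above the 25th percentile of the mean, 9478 without the peaks at 0, 2944 with the compared stages alone (65.4% opening, 2117 of them among the 4945), 2326 with an absolute log2 fold change above 1, 10763 in edgeR and 9003 in DESeq2. Leaving out 1 replicate gave between 68 and 114. The peaks at 0 have a variance of 0, and leaving them out raised the prior degrees of freedom of the variances in limma from 1.32 to 10.6. With this prior but the adjustment over all 63732 peaks, the calls in the 3 comparisons were 1032, 6376 and 9343, and with the prior of all peaks but the adjustment over 61869 peaks they were 38, 1793 and 5102, so that the prior and not the number of peaks tested made most of the change. Of the peaks called by limma, 16 of 38, 1614 of 1733 and 4529 of 4945 were also called by edgeR.

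A replicate block, which adds the replicate number to the model, gave 20, 149 and 3354 calls in the 3 comparisons, of which 18, 140 and 2951 were among those without it. The deviations of same-numbered ATAC-seq libraries correlated at 0.242 between gastrula and elongation, 0.116 between elongation and mature larva and 0.086 between gastrula and mature larva, and at 0.011, 0.0572 and -0.0037 between these stages and the competent larva. Not every pair of stages exceeded 0.1, so a pairing by number was not shown for the 4 stages, although the first 3 were all above 0. No paired analysis was possible for expression because the juvenile had 1 library.

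The 12 peaks named were chosen with replicates that did not overlap between the stages, so their direction says nothing about stability. They stayed past the threshold in all 12 cases with a pseudocount of 0.1, among the peaks above the 25th percentile of the mean, without the peaks at 0, in edgeR and in DESeq2, in 11 after quantile normalization, in 7 with a pseudocount of 10, in 4 with the compared stages alone, in 3 with the replicate block, and in 12 of 48 fits that left out 1 replicate.

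After quantile normalization the share of peaks highest in the gastrula was 34.7%, at elongation 18.7% and in the mature larva 20.2%. Among peaks that differed at least 2-fold the mature larva share was 10.6% and the competent larva share 30.7%. Each replicate alone gave 38.4% to 47.8% for the gastrula, 15.8% to 18.2% for elongation, 16.9% to 17.4% for the mature larva and 18.9% to 26.4% for the competent larva.

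In the peak lists, a −log10 q of at least 5 left means of 95986 peaks in gastrula-linked, 52956 in elongation-linked, 36330 in mature larva and 36416 in competent larva lists, and raised the gastrula-linked share of single-stage regions to 41.3%. An overlap of at least 50% of both peaks gave replicate shares of 47.8%, 34.6% and 48.6% for gastrula-linked, elongation-linked and mature larva lists. It gave Jaccard indices of 0.270, 0.211 and 0.329 for the consecutive stages, 8.64% of regions only in the mature larva and 7.44% at all 4 stages. Lists of equal length gave single-stage shares of 8.98% for gastrula-linked, 6.59% for elongation-linked, 12.1% for mature larva and 13.2% for competent larva lists, and 20.1% at all stages. With replicate 1 or 2 alone, the Jaccard indices were 0.300 to 0.471, 0.2505 to 0.308 and 0.316 to 0.387. The single-stage shares were then 21.7% to 31.0% for gastrula-linked, 4.00% to 10.2% for elongation-linked, 4.77% to 7.48% for mature larva and 4.78% to 9.01% for competent larva lists, and 12.7% to 16.05% were found at all stages.

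Exchanging the lists of gastrula and elongation gave the gastrula a mean of 79069 peaks, a replicate share of 57.7% and a single-stage share of 2.46%, and gave elongation 125739, 73.1% and 33.9%. The Jaccard index of elongation and mature larva was then 0.365.

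The 0 transcripts called by limma between competent larva and juvenile stayed 0 with pseudocounts of 0.1 and 5, without a filter, with a minimum of 10 and after median-of-ratios rescaling. They became 1176 after quantile normalization and 1076 genes after summing transcripts per gene. Counting transcripts more than 2-fold from both competent larva libraries with no test gave 8452, and a single competent larva library gave 10616 to 13695. The transcripts more than 2-fold higher in the juvenile numbered 6337 to 8404 and those lower 4279 to 5291 with a single competent larva library, and both counts stayed within 1.5 times their value under the scalings, filters and pseudocounts tried. DESeq2 and edgeR were not run on expression, and the relation of accessibility to expression was not run, for lack of counts and of an annotation used here. Reads in the median peak ranged from 70 in competent larva replicate 1 to 435 in elongation replicate 2, which sets the counting error of single peaks.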

Other observations

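The tests of sequencing batch, of a batch shared by replicate number, of depth against peak number, of random error in competent larva replicate 2, of the peaks at 0 that lay in all 8 lists and of a mixture with juvenile RNA were chosen after the result was seen.

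The peak lists linked to the gastrula samples carried the name of elongation and the reverse. In 4 of the 4 lists the fold enrichment tracked the same-numbered library of the other stage best, while the 4 larval lists tracked their own, a test laid down before the data were examined. The peak names inside the lists carried numbers, 5 and 6 in gastrula-linked, 3 and 4 in elongation-linked, and 7 to 10 in larval lists. In order of stage the lower pair would belong to the gastrula. The number of peaks per list pointed the same way, with the reads recovered in consensus peaks taken as depth. With the lists as linked, the number of peaks was not related to the reads recovered per library over the 8 libraries (Pearson's r = -0.204, exact permutation p = 0.643, rho = 0.0952, exact permutation p = 0.840, both adjusted p = 0.840), and r was 0.129 without the 2 libraries farthest from the median depth. With the lists exchanged, r was 0.764 (exact permutation p = 0.0219, adjusted p = 0.0439) and rho 0.857 (exact permutation p = 0.0107, adjusted p = 0.0429, over 4 relations), and r was 0.843 without those 2 libraries. The deeper library then had more peaks in 4 of 4 stages, against 2 of 4 as linked. The 4 libraries of elongation and the mature larva shared a platform, too few for a correlation. In these the deeper library had more peaks in 6 of 6 pairs with the lists exchanged, against 4 of 6 as linked. A candidate explanation is therefore a mislabelled sample, in which the peak lists of the 2 stages were exchanged between the samples. The mean of 125739 peaks would then belong to elongation. A dependence of peak number on sequencing depth was not shown, because a library with more peaks can also hold more reads in them. The names of the lists and the accessibility columns went together and only the links to the samples departed from them, which argues against exchanged columns. A biological difference in peak number between stages stays open and was not tested.

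Of the 1863 consensus peaks listed at 0 in all 8 libraries, 258 (13.8%) overlapped a peak in all 8 lists, against 15.8% of the other consensus peaks. Consensus peaks were made from peaks called in these libraries, so an overlap with at least 1 list decides nothing. Their median fold enrichment in the lists they overlapped was 2.92, against 2.86 for the others, and they were narrower, with a median of 387 bp against 615 bp. This is consistent with reads dropped between peak calling and the accessibility table, and for the 258 peaks argues against closed chromatin at the 4 stages. The step at which reads may have been dropped stays open, and no biological explanation was tested.

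Gastrula replicate 1 was closer to elongation replicate 1 than to gastrula replicate 2. Thinning argues against depth as the cause, because after thinning every library to 7957246 reads r with elongation replicate 1 still exceeded r with gastrula replicate 2, by 0.0057. The gastrula replicates, sequenced on different platforms, had the lowest r of the 4 replicate pairs after thinning, 0.966, against 0.972 to 0.984. A platform difference may contribute, but which replicate came from which platform was not known and cannot be told apart from a difference in developmental age between the gastrula samples. A batch shared by replicate number stays open as well. The deviations of same-numbered gastrula and elongation libraries correlated at 0.242, the highest of the 6 pairs of stages, whereas gastrula replicate 2 was no closer to elongation replicate 2 than to elongation replicate 1 (r = 0.967 with each), and 2 libraries per stage cannot decide this.

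The mature and competent larva libraries came from different platforms. If the platform were the whole cause of their accessibility differences, the gastrula replicates would differ along the same peaks with a slope near 1 or -1. The slope across peaks was 0.141 (r = 0.144), although the standard deviations of both differences were similar, 0.588 and 0.603. This argues against platform as the whole cause, while a part of the difference, another batch effect shared by these libraries, and development itself stay open.

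Competent larva replicate 1 lay closer to the juvenile than replicate 2 did. Across transcripts, the difference between the replicates correlated at 0.210 with that between juvenile and competent larva. The correlation was 0.262 after summing transcripts per gene, which argues against isoform splitting as the cause. It was 0.223 after quantile normalization. A constant scaling of a library hardly moves such a correlation, so this value does not decide on scaling. The correlation was 0.338 in 16760 transcripts at 100 or more in every library. Both differences contain the competent larva libraries, so a larger random error in replicate 2 also gives a correlation above 0, and with 1 juvenile and 2 competent larva libraries this cannot be told apart from replicate 1 being further towards metamorphosis. Per the study's methods, samples of 1 replicate came from the same fertilization, so a batch shared by the juvenile library, numbered 1, and competent larva replicate 1 stays open as well.

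The transcripts with the largest rise, OFUSG19176.1 and OFUSG19177.1, were higher in competent larva replicate 1 than in replicate 2, as a small share of juvenile RNA in replicate 1 would produce. The excess over replicate 2 was 0.170% and 0.155% of the juvenile value. Over all 41 transcripts at 1000 or more in the juvenile and at most 0.5% of that level in the competent larva, replicate 1 was the higher in 22 (53.7%), and the excess had a median of 0.0227% with quartiles of -0.147% and 0.154%. Most of these lay near the floor, with a median of 5.56 in replicate 2, so that they do not decide on a small share. Among the other 606 transcripts at 10000 or more in the juvenile, 9 lay in replicate 1 below the level that a share of 0.155% would bring on its own, and 4 of these below 50% of it. OFUSG15692.1 had 0.678 in replicate 1 where 19.97 would be brought, and OFUSG04188.1 had 9.81 where 39.1 would be. This argues against a share of whole juvenile RNA as the source of the full excess over replicate 2 in both transcripts. RNA from a part of the juvenile stays open, and so does a smaller share, which would bring only a part of either excess. A biological difference between the competent larva samples in these transcripts stays untested.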
